A study of Mus musculus with 8 samples.

How the data were processed

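RNA from the proximal large intestine of 8 gnotobiotic ApoE knockout mice was sequenced, 1 library per mouse. Per the labels' protocols, germ-free mice were colonized at 8 weeks of age by gavage and dissected at 26 weeks. Frozen tissue was extracted with TRIzol and a column kit, and stranded mRNA libraries (Illumina TruSeq) were sequenced on a HiSeq. The groups, taken from the labels, were a core community that makes no butyrate (3 mice) and the core community plus Roseburia intestinalis, a butyrate producer (5 mice). The submitters' sample names number the core libraries 3 to 5, and the name of the deposited table hints that a core library was left out of it. Such a library is not analysed here, and it would bear on every group difference and on the authors' calls. Diet, sex, cage, isolator and sequencing run are not given in the sources used here, so mice of a group could share an isolator. Limma's p-values measure the spread between these mice.

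The submitters' processing notes name Bowtie2, RSEM 1.2.23 and the mouse build mm9, with no role or order. The gene annotation, the filter on genes and the tool behind the posterior probabilities are not given in the sources used here. The deposited table holds 17041 genes with 1 value per gene and library. Per the file headers and the values, these are a normalized expression signal, in which the authors divided each library's estimated reads by 1 factor. The authors' comparison gives each gene a score, the posterior probability of differential expression. The deposited table also gives a raw and a posterior fold change, as a linear ratio of core plus R. intestinalis over core. The ratio of group means came within 2% or 0.01 of the deposited raw fold change for 100% of genes with a core mean of at least 10. Low values clustered on 1 step per library, and the sum of values over that step estimated the depth. Between 79.9% and 84.2% of values under 30 lay on a step (tolerance 0.05 of it), so whole reads were not assumed. Estimated depth ran from 4607452 to 15352045 reads. A normalized value of 50 stood for 32 estimated reads in the shallowest library and for 109 in the deepest.

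Values were used as the authors normalized them, as log2(value + 1), which understates changes of low genes. Genes with a mean of at least 10 over the 8 libraries were tested (13020 genes) with limma 3.58.1 in R 4.3.3 (moderated statistics with a mean-variance trend), core plus R. intestinalis minus core. The threshold was a Benjamini-Hochberg adjusted p of 0.05. Tested on simulated data (12919 genes, this comparison's libraries and each gene's spread, genes varying independently), this test recovered 10.4% of 67 genes changed 1.5-fold, 47.8% of 67 changed 2-fold and 86.4% of 66 changed 4-fold, with 2 false calls. Genes called by the authors were those with a posterior probability of at least 0.95. Groups were called apart where the ranges of their libraries did not overlap, which chance gives for 3.6% of genes.

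Before the data were examined, 38 gene lists were fixed (20 pathways and 18 sets of markers of cell types, tissues or sex). Lists with at least 5 tested members were compared with all other genes by limma's camera with a preset correlation of 0.01, adjusted over 34 lists. Camera with an estimated correlation, fry, and a two-sided exact permutation test of each list's mean log2 deviation per library stood beside it. The permutation test ran over all 56 splits of the libraries into 3 and 5. Counts of members past the threshold are given over all genes tested and adjusted over the list alone. 2 further lists (endoplasmic reticulum chaperones, lysosome) were chosen after seeing the data.

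The naming rule, also fixed before, took genes past the threshold with a mean of at least 50 and groups apart, the 12 largest changes each way. With fewer than 3 such genes in a direction it took the 5 smallest p-values, named as not past the threshold. From each list it took up to 4 members with the smallest p, and Apoe. Predicted gene models, Riken clones, ribosomal protein genes and antigen receptor segments were left out. The rule's 12 and 12 were applied to the authors' calls only after the values were seen, where 5 of the 82 called genes were left out by name. Some genes that the rule takes are not reported here, and lists were tested with all their members.

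Alternatives fixed before were pseudocounts of 0.5 and 5, no filter and a mean of at least 50, rescaling by a trimmed mean of M values (30% and 5% trimmed), quantile normalization, each library left out, the replicate number as a block, limma library weights, no trend, and other cutoffs on the authors' scores. Chosen after seeing the data were a GC correction (lowess, span 0.3, of each library's deviations on transcript GC content), 1 or 2 residual principal components as covariates, limma's voom on estimated reads, the number in the sample name as a block, and library weights without core plus R. intestinalis replicate 3. GC content and length came from GENCODE M21 transcripts matched by symbol (98.8% of genes, 99.0% of those tested), which are of another build than the values, so no coordinates are given. Near-identical genes were searched among those transcripts with blastn 2.17.0 (at least 95% identity over at least 50% of the transcript). Gaps within the group of 5 were tested by Dixon's ratio of gap to range (limit 0.710). The group of 3 was not tested. Tables and plots were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.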

Results

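Messenger RNA of the proximal large intestine was profiled in 8 adult ApoE knockout mice, an atherosclerosis-prone strain, raised germ-free and then given a defined gut community. The core community, without butyrate producers, was carried by 3 mice, and the core community plus Roseburia intestinalis, which ferments fibre to butyrate, by 5. Estimated depth was 4607452, 6338402 and 6495783 reads in core replicates 1 to 3. In core plus R. intestinalis replicates 1 to 5 it was 10813074, 6575986, 15352045, 6022298 and 5394764 reads. Values per gene are the authors' normalized values, given as mean ± SD with n = 3 for core and n = 5 for core plus R. intestinalis.

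Apoe, the knocked-out gene, was low in both groups, at 15.2 ± 4.92 in core and 20.3 ± 4.29 in core plus R. intestinalis libraries (log2 difference 0.42, SE 0.303, limma adjusted p = 0.633). Every mouse carries the knockout, and 1 value per gene does not show which part of the transcript was read, so these values check no group label. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty were read in all 8 libraries, with Ddx3y between 249.7 and 475.8.

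The comparison of the communities asks how adding a butyrate-producing bacterium alters gene expression in the large intestine. Among the genes with the smallest p-values and a higher mean with R. intestinalis, Gpt, alanine aminotransferase, averaged 88.5 ± 42.2 in core and 236 ± 32.7 in core plus R. intestinalis libraries (log2 difference 1.51, SE 0.277). Acsf2, an acyl-CoA synthetase, averaged 150.5 ± 13.0 and 271 ± 43.5 (log2 difference 0.83). Usp2, a deubiquitinase, averaged 88.3 ± 24.4 and 186 ± 39.2 (log2 difference 1.07), and Spns1, a lysosomal transporter, 31.2 ± 8.21 and 81.7 ± 24.0 (log2 difference 1.34).

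Among those with a lower mean, Fbn1, the microfibril protein fibrillin-1, averaged 342 ± 26.9 in core and 184 ± 10.1 in core plus R. intestinalis libraries (log2 difference −0.89, SE 0.131, limma adjusted p = 0.503), the smallest p of all genes tested. Spon2, a secreted matrix protein, averaged 191 ± 18.3 and 105 ± 14.1. Nnat, neuronatin, averaged 132.8 ± 14.4 and 56.1 ± 16.7 (log2 difference −1.28), and Rgs1, a regulator of G protein signalling in leukocytes, 376 ± 67.9 and 181 ± 45.4 (log2 difference −1.08). Rsu1, a component of focal adhesions, averaged 1127 ± 83.5 and 708 ± 130 (log2 difference −0.69). In all 9 of these genes the ranges of the groups did not overlap.

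**Figure D1:**
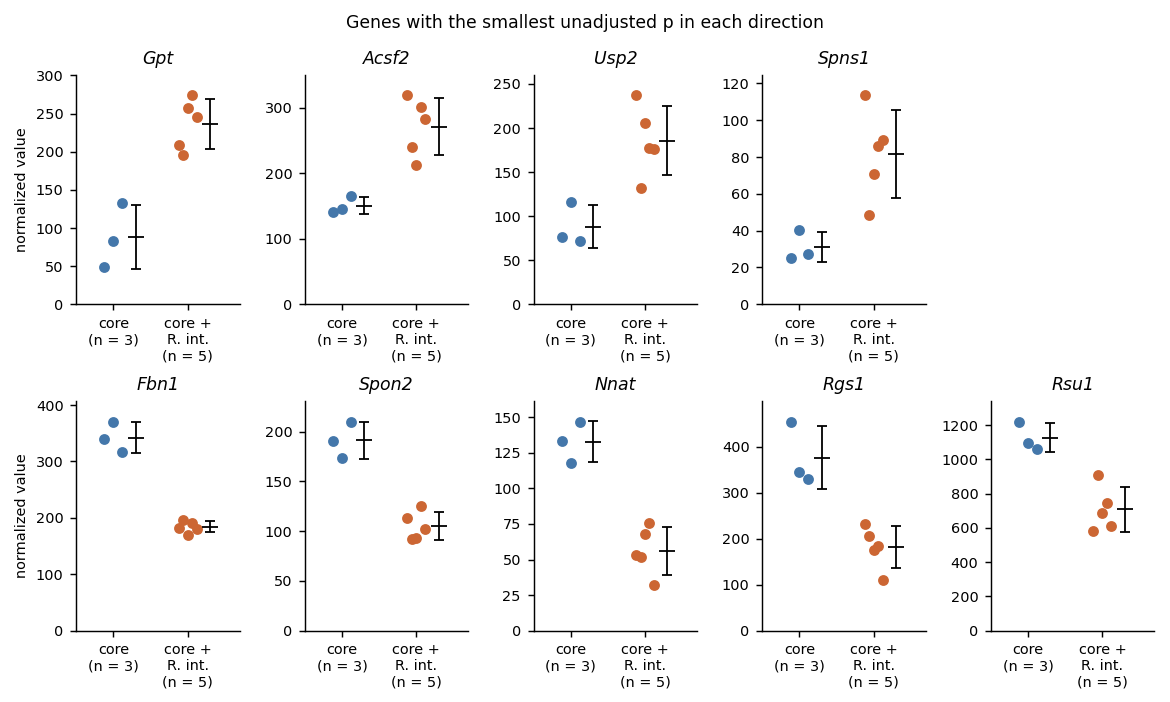
Normalized values per library (points), with mean and SD (bars), of 4 higher and 5 lower genes among those with the smallest p, for core (n = 3) and core plus R. intestinalis (n = 5). Gpt averaged 88.5 against 236 and Fbn1 342 against 184, and in each panel the ranges do not overlap, while no gene passed the adjusted threshold.

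None of these genes passed the threshold. With limma, 0 of 13020 genes had an adjusted p below 0.05 (smallest 0.503), and 1058 had an unadjusted p below 0.05, 578 of them higher and 480 lower with R. intestinalis. Which side held more depended on the normalization, with 545 higher and 559 lower after quantile normalization, 575 and 582 after a GC correction, and 655 and 405 after rescaling by a trimmed mean. The groups were apart in 761 genes (330 higher and 431 lower), 5.8% of those tested against the 3.6% that chance gives. Limma's voom gave 0 genes and 934 with an unadjusted p below 0.05, while limma's library weights gave 455 and 2 residual components as covariates gave 702. The weights favoured core plus R. intestinalis replicate 3 (weight 7.98), and without it the weighted fit gave 0. Without core replicate 1 the count was 1, Rangrf, noted only after its values were seen, which has a near-identical gene, Gm4535, in the table. The 1058 became 269 without core replicate 1, 1902 without core plus R. intestinalis replicate 2 and 694 without its replicate 3.

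The authors' own comparison called 82 genes, 33 higher and 49 lower with R. intestinalis, at a posterior probability of at least 0.95 in the authors' deposited table, and 105 (37 higher and 68 lower) at one of at least 0.90. Besides Gpt, Acsf2, Usp2 and Spns1, the higher calls included Tsku, Lrrc56, Wwc1, Camk2b, Cndp2 and Rassf7. Cndp2, a cytosolic dipeptidase, averaged 624.9 ± 149 and 1018 ± 120. Tsku, a secreted proteoglycan, averaged 137 ± 71.6 and 315 ± 62.6. The lower calls included Nnat, Rgs1, Fbn1, Spon2, C1qtnf7, Col28a1, Ecscr, Qpct, Cd59a, Lgals1, Tbc1d19 and B3galnt1. Transcript GC content ran from 53.9% (Cndp2) to 60.9% (Rassf7) in the higher calls named here. In the lower calls named here it ran from 38.8% (Rgs1) to 61.3% (Nnat). A GC bias between libraries may add to some of these differences, and its share in the calls was not tested. Col28a1, a collagen, averaged 77.8 ± 13.8 and 44.7 ± 8.81, Ecscr, an endothelial surface protein, 237 ± 39.9 and 140.5 ± 18.3, and Lgals1, galectin-1, 1752 ± 147 and 1084 ± 245. Of the 80 called genes tested here with limma, 80 had the same direction, 75 had groups apart and 73 had an unadjusted p below 0.05, with adjusted p from 0.503 to 0.710. Limma used the same deposited values as the authors' calls, so this is no independent check of them. The groups overlapped in 6 of the 82 called genes, among them Amd1 and Gm4535 (picked out after their values were seen), each with a near-identical partner in the table.

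Gene groups were compared as sets. By camera, 5 of 34 lists were lower and 7 higher with R. intestinalis, and 0 remained past the threshold with an estimated correlation (smallest adjusted p = 0.634) or with fry. Over all genes tested, 0 members of any list passed.

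Connective tissue genes were lower with R. intestinalis as a set, and this was the list with the smallest p. The fibroblast and extracellular matrix list had a mean log2 difference of −0.41 (SE over members 0.086), and 15 of 18 members were below 0 (camera adjusted p = 5.2e-05). Its adjusted p was 0.634 with an estimated correlation. Adjusted over the list alone, 3 members were lower, namely Fbn1, Mfap5, a microfibril protein (65.0 in core and 29.2 in core plus R. intestinalis libraries), and Col1a2, a type I collagen chain (567 ± 32.1 and 384 ± 79.2). Col3a1 averaged 2660 ± 298 and 1782 ± 473. The list's mean score set the groups apart (two-sided exact permutation p = 0.0179, the smallest that 56 splits allow, and 0.607 adjusted over lists). In the other 11 lists past the threshold by camera the groups overlapped in this score.

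Smooth muscle genes were lower as a set, with a mean log2 difference of −0.33 and 12 of 15 members below 0 (camera adjusted p = 0.000632; adjusted p = 0.901 with an estimated correlation). Adjusted over the list alone, 2 contractile genes were lower, Tagln (34880 ± 5700 and 21620 ± 4356) and Acta2 (35140 ± 4353 and 22800 ± 4072). Adipocyte genes had the largest mean difference of any list tested, −0.92, with 11 of 13 members below 0 (camera adjusted p = 0.00150; adjusted p = 0.901 with an estimated correlation). Adjusted over the list alone 0 passed. Cfd, the adipokine adipsin, averaged 827 ± 360 and 244 ± 164, Adipoq, adiponectin, 269 ± 165 and 85.7 ± 75.2, and Car3 948 ± 510 and 314 ± 308. Single libraries weighed on the last 2 genes, with Adipoq at 452 in core replicate 1 and 207 in core plus R. intestinalis replicate 4, where Car3 was 834. The list scores had two-sided exact permutation p-values of 0.214 (smooth muscle) and 0.161 (adipocyte). The smooth muscle call was lost without core replicate 2 (adjusted p = 0.112), while the fibroblast and adipocyte calls stayed past the threshold without any single library (at most 0.00557 and 0.00666).

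Markers of other cells of the gut wall did not pass as sets. The endothelial list had a median of 0.12 but a mean of −0.01, and camera's direction was lower (adjusted p = 0.682). Pecam1 averaged 541 ± 61.1 and 403 ± 62.8. The enteric neuron, glia and pacemaker list had a mean of −0.09 (adjusted p = 0.295), with Vip at means of 463 and 336. Without core replicate 1 the latter list passed as lower (adjusted p = 0.0454), and without core replicate 2 its mean was 0.08.

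**Figure D2:**
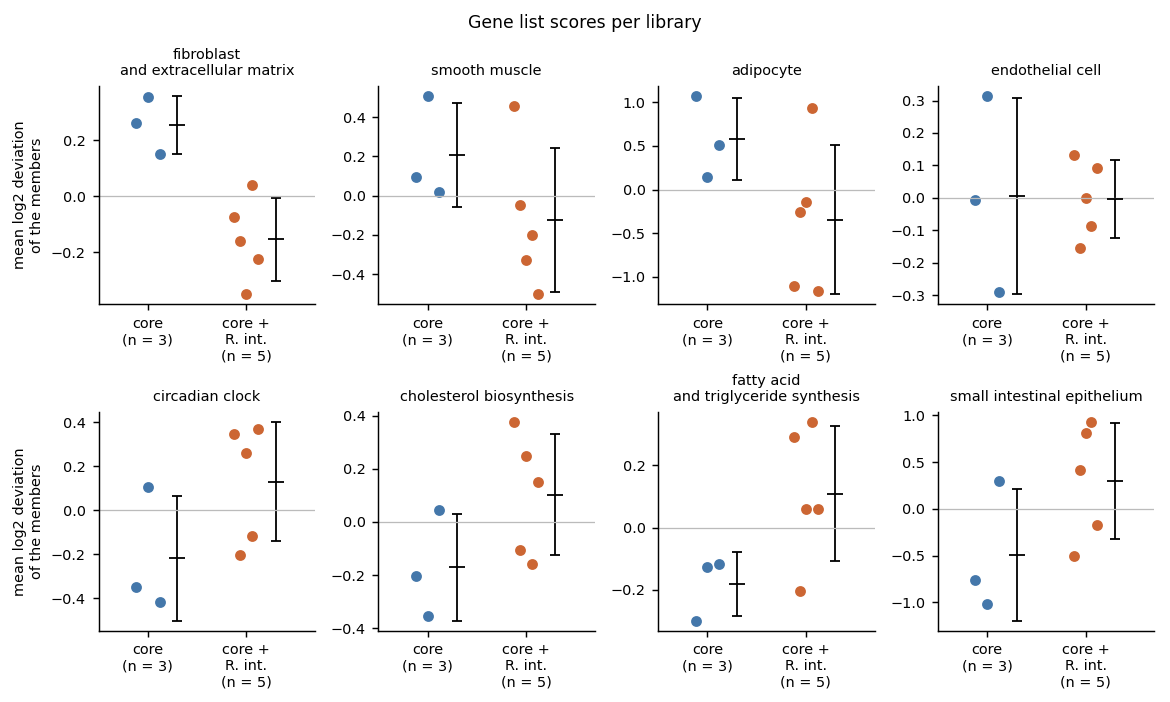
Mean log2 deviation of the members of 8 gene lists in each library (points), with mean and SD (bars), for core (n = 3) and core plus R. intestinalis (n = 5). Only in the fibroblast and extracellular matrix list, of the 8 shown, do the groups not overlap, and the mean difference there is −0.41.

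Genes of lipid metabolism and absorption were higher with R. intestinalis as sets by camera with the preset correlation, but for all 6 lists the adjusted p was 0.901 with an estimated correlation. Their scores had two-sided exact permutation p-values of 0.143 (beta-oxidation and cholesterol biosynthesis), 0.339 (PPAR targets), 0.0893 (fatty acid synthesis), 0.125 (lipid transport) and 0.161 (small intestinal markers). Fatty acid beta-oxidation had a mean log2 difference of 0.24 with 17 of 28 members above 0 (camera adjusted p = 0.0220), and the PPAR target list, which shares 12 of 17 members with other lists, 0.27 with 13 above 0 (0.0377). In each of these lists 1 member was higher adjusted over the list alone, the same gene in both, which is not reported here. Cpt1a (adjusted p = 0.163 over the PPAR list alone) and Acaa1a (0.185 over the beta-oxidation list alone) did not pass. Cpt1a, the gatekeeper of mitochondrial fatty acid import, averaged 1450 ± 208 and 2005 ± 444, and the peroxisomal thiolase Acaa1a 205.5 ± 60.3 and 360 ± 122. Fatty acid and triglyceride synthesis had a mean of 0.29 with 15 of 19 members above 0 (camera adjusted p = 0.00767), led by Acaca, acetyl-CoA carboxylase (239.5 ± 46.8 in core, 356 in core plus R. intestinalis libraries). Cholesterol biosynthesis had a mean of 0.27 with 19 of 22 members above 0 (camera adjusted p = 0.00684). Its member Dhcr7 averaged 166 and 277, with 503 in core plus R. intestinalis replicate 1. In both synthesis lists 0 members passed adjusted over the list alone.

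Lipid and sterol transport had a mean of 0.43 with 16 of 19 members above 0 (camera adjusted p = 0.0210). Adjusted over the list alone, Npc1l1, the cholesterol uptake transporter, was higher, although near the lower limit of the test (4.98 ± 2.96 and 16.1 ± 3.23). Abcg8, a sterol exporter, averaged 11.4 ± 4.10 and 24.2 ± 8.89, and the fatty acid transporter Cd36 had a negative difference (386 ± 207 and 200.1 ± 129.7). Small intestinal epithelium markers, 4 of whose 11 members belong to other lists, had a mean of 0.79 with 10 above 0 (camera adjusted p = 0.0135) and 0 past adjusted over the list alone. Alpi, intestinal alkaline phosphatase, averaged 40.9 and 117, with 296 in core plus R. intestinalis replicate 1, and Mttp 16.4 ± 8.84 and 29.2 ± 12.4. Its member Slc10a2, a bile acid transporter, ran from 13.9 to 510 in core and from 59.7 to 949 in core plus R. intestinalis libraries, and Hoxb13 of the distal colon list from 25.3 to 439 and from 2.16 to 663. Core replicate 3 and core plus R. intestinalis replicates 2 and 4 had the 3 highest Slc10a2 and the 3 lowest Hoxb13 values of the 8 libraries, a pair singled out after the values were seen. B4galnt2, also of the distal colon list, was highest in the same 3 libraries. With core plus R. intestinalis replicate 3 they also had the highest PPAR target scores (0.221 to 0.429, the rest −0.555 to −0.105). The same held for small intestinal (0.302 to 0.93, the rest −1.022 to −0.171), beta-oxidation and lipid transport scores, but not for the synthesis lists. For the lists that follow these libraries, a difference between libraries apart from the community stays open. Without core replicate 2 the calls were lost for beta-oxidation, PPAR targets and cholesterol biosynthesis (adjusted p = 0.619 each), lipid transport (0.264) and small intestinal markers (0.117). Without core plus R. intestinalis replicate 4 they were lost for beta-oxidation (0.0732), PPAR targets (0.171), fatty acid synthesis (0.0600), lipid transport (0.120) and small intestinal markers (0.0599). Without its replicate 2, beta-oxidation, PPAR targets (0.209 each) and lipid transport (0.0537) were lost, and without its replicate 3 PPAR targets (0.0972).

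Circadian clock genes were higher with R. intestinalis as a set, with a mean log2 difference of 0.35 and 13 of 16 members above 0 (camera adjusted p = 0.00656; adjusted p = 0.901 with an estimated correlation). Adjusted over the list alone, 3 members were higher, among them Per3 (201 ± 82.1 and 353 ± 71.5) and Cry2 (113 ± 15.6 and 202 ± 60.9). Per3 and Cry2 encode repressors of the clock, and Bhlhe40, another, averaged 659 ± 169 and 1060 ± 302. The 3 members below 0 were Clock (956 ± 147 and 720 ± 122, log2 difference −0.415), Arntl (−0.379) and Hlf (−0.18). Among the members above 0, Nr1d1 and Nr1d2 had log2 differences of only 0.051 and 0.043. The call held without any single library (adjusted p at most 0.0471), while the list score had a two-sided exact permutation p of 0.161. The hour at which each mouse was dissected entered no test, so a difference in it between the groups stays open for these clock genes.

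Cell cycle and interferon genes were lower as sets. The cell cycle list had a mean of −0.09 and a median of −0.17, with 23 of 29 members below 0 (camera adjusted p = 0.0342), and the proliferation marker Mki67 averaged 1751 ± 230 and 1391 ± 79.8. The interferon response list had a mean of −0.24 and a median of −0.15, with 27 of 38 members below 0 (camera adjusted p = 0.0377). Its GTPases Iigp1 and Gbp2 averaged 294 ± 317 and 70.0 ± 19.8, and 455 ± 257 and 245 ± 34.7. Core replicate 2 carried the Iigp1 mean, with 660 against 96.6 and 126 in the other core libraries, and had the highest Gbp2 value, 750.4. In both lists 0 members passed adjusted over the list alone, and the adjusted p was 0.901 with an estimated correlation and 0.137 and 0.0956 after a GC correction. The list scores had two-sided exact permutation p-values of 0.446 (cell cycle) and 0.429 (interferon). The cell cycle call was lost without core replicate 3 (adjusted p = 0.917, mean 0.02) and without core plus R. intestinalis replicates 2 (0.0537) or 5 (0.168). The interferon list turned to a mean of 0.04 without core replicate 2 (0.794) and lost its call without core plus R. intestinalis replicates 1 (0.215), 2 (0.164) or 4 (0.0600).

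**Figure D3:**
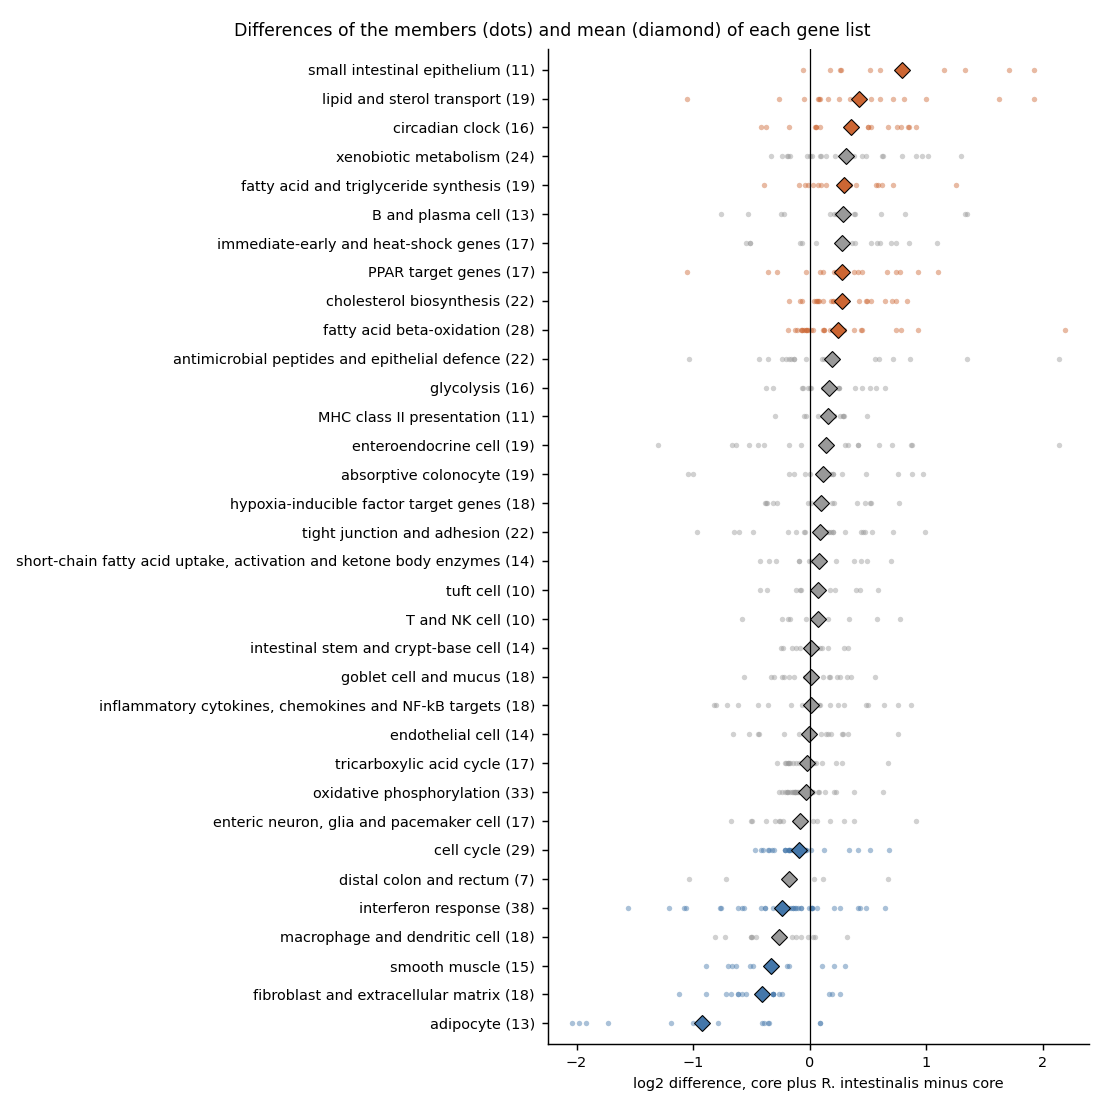
Log2 differences, core plus R. intestinalis minus core, of the members (dots) and their mean (diamonds) for the 34 lists tested, with the number of members in parentheses. Orange lists were higher and blue lists lower by camera with the preset correlation, and grey lists did not pass. Adipocyte markers have the lowest mean, −0.92, and small intestinal markers the highest, 0.79.

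The other 22 lists did not pass by camera, and 0 of their members passed over all genes or adjusted over the list alone. Genes that handle butyrate and ketone bodies had a mean log2 difference of 0.08 (adjusted p = 0.832). Among them Acat1 averaged 2025 ± 234 and 1664 ± 261. Oxidative phosphorylation had a mean of −0.04 (0.201), the tricarboxylic acid cycle −0.02 (0.452), glycolysis 0.16 (0.0961) and hypoxia-inducible factor targets 0.10 (0.452), among which Car9 averaged 215 ± 28.1 and 373 ± 98.8. Without core replicate 2, oxidative phosphorylation passed as lower (adjusted p = 0.0109) and glycolysis as higher (0.0280). Xenobiotic metabolism had a mean of 0.32 (0.126; 0.0123 after a GC correction), and it passed as higher without core replicate 3 (0.000438) or core plus R. intestinalis replicates 1 (0.00601) or 5 (0.00734). Of epithelial defence, antimicrobial genes had a mean of 0.19 (0.998) and tight junction and adhesion genes 0.09 (0.370), with Cldn8 at 386 ± 80.0 and 204.5 ± 83.9. Goblet cell genes had a mean of 0.01, a median of −0.02 and a lower direction by camera (0.998). Immediate-early and heat-shock genes had a mean of 0.28 (0.413), although the chaperones Hspa8 (25760 ± 3143 and 18220 ± 3292) and Hsp90aa1 (2759 ± 437 and 1934 ± 280) had negative differences.

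Immune lists did not pass either. MHC class II genes had a mean of 0.16 (adjusted p = 0.682), inflammatory cytokine genes 0.01 (0.998), B and plasma cell markers 0.29 (0.871), and macrophage and dendritic cell markers −0.27 (0.0961) with 15 of 18 below 0. Single libraries weighed on 3 of these means. Without core plus R. intestinalis replicate 1 the macrophage mean was −0.02 (0.846), while the list passed as lower without core replicates 1 (0.0454) or 3 (0.00890) or core plus R. intestinalis replicate 5 (0.00535). Without core plus R. intestinalis replicate 5 the B cell mean was −0.02 (0.725) and the MHC class II mean −0.11 (0.725). The MHC class II mean was −0.11 without core replicate 1 (0.642) and 0.42, past the threshold, without core plus R. intestinalis replicate 1 (0.0222). The T and NK cell list had a mean of 0.07 and a median of 0.03, while camera's direction was lower (0.998). Ptgs2 averaged 104 ± 26.0 and 66.9 ± 14.1. Of the epithelial lists, absorptive colonocytes had a mean of 0.11 (0.244), enteroendocrine cells 0.14 (0.916), tuft cells 0.07 (0.998) and distal colon −0.18 (0.998). The stem cell list had a mean of 0.01 and camera's direction was lower (0.998). Chga of enteroendocrine cells averaged 375 ± 70.3 and 614 ± 118, and the short-chain fatty acid receptor gene Ffar2 197 ± 53.2 and 127 ± 33.6. The 4 lists with too few members for a set test had mean log2 differences of 0.14 (granulocytes and mast cells), −0.53 (exocrine pancreas), −0.17 (red cells, with a median of −0.67) and −0.07 (sex-linked genes).

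The libraries differed more within the groups than between them along their main axis. The first principal component held 41.6% of the variance and the groups 10.4% of its scores' variance (two-sided exact permutation p = 0.446), and the second held 20.8%, with 40.7% between the groups (p = 0.107 by the same permutation test). Across genes, which are not independent replicates, the first component's loadings followed transcript GC content (Spearman's rho 0.65). The mean log2 deviation of GC-rich minus GC-poor genes was −0.55, 0.16 and −0.61 in core replicates 1 to 3. In core plus R. intestinalis replicates 1 to 5 it was 1.06, −0.69, 0.05, 0.08 and 0.49. The group difference of 0.53 had a two-sided exact permutation p of 0.304. Spearman's correlation between libraries ran from 0.918 up, and that of the closest pair across groups was 0.986.

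**Figure D4:**
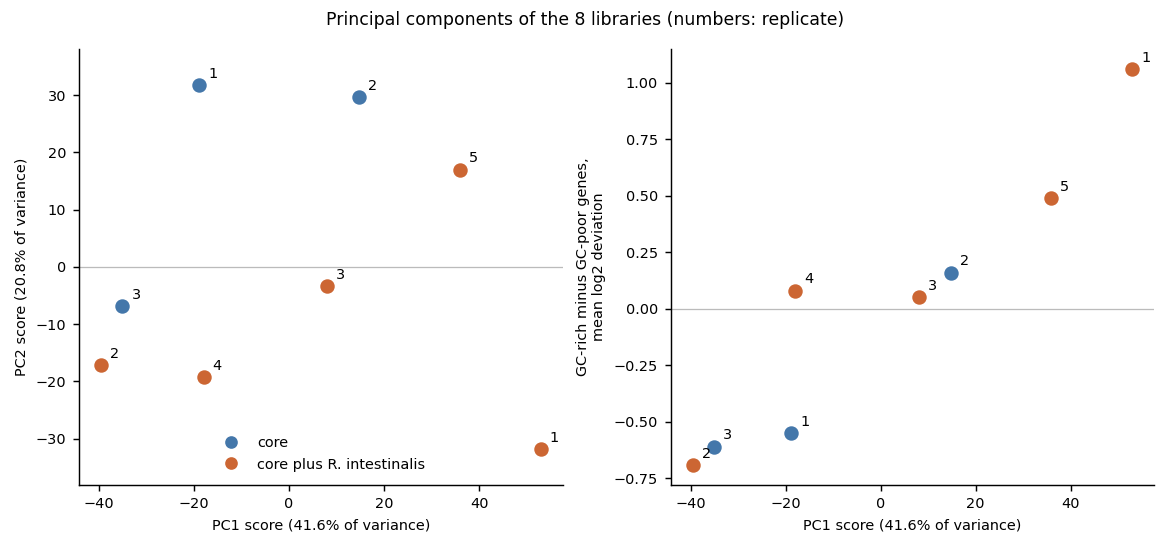
Scores of the 8 libraries on the first principal component against the second (left) and against the log2 deviation of GC-rich minus GC-poor genes (right), numbered by replicate. Both groups spread along the first component, which holds 41.6% of the variance, and core plus R. intestinalis replicate 1 has the highest GC deviation, 1.06.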

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

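Of 157 values or scores tested for a library far from the others of the core plus R. intestinalis group, 12 had one, where chance gives about 8, and 9 of the 12 lay in replicate 1. Replicate 1 was highest for Cdhr5 (17207, the other 4 libraries 4875 to 8221), Uqcrc1 (1903), Fasn (910.1), Acaa1a (568), Slc27a4 (543.5), Dhcr7 (503) and Alpi (296). Without this library 1 of the 12 list calls, interferon response, was lost. It was lowest for Fcgr3 (46.8, the others 105 to 126) and for the macrophage and dendritic cell score (−1.075, the others −0.025 to 0.303). Replicate 5 was highest for Cldn8 (350.2, core mean 385.5), replicate 3 for Cxcl10 (25.1, core mean 26.5) and replicate 4 for Fabp4 (785, core mean 721).

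The main axis of the 8 libraries is weighed here, and the tests of the bacterial community and of length with GC content held fixed were chosen after the results were seen. The tables argue against the community as its source, which held 10.4% of the scores' variance with overlapping groups. The loadings followed GC content, with a rho of 0.65, so a GC bias between libraries may underlie part of the axis. Transcript length stays open, as its rho across genes was 0.12 but 0.36 with GC content held fixed. A GC correction left 81.6% of the total variance, and a difference in cell makeup or position between tissue pieces stays open, as no test here separates it from GC content.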

How the results depend on the processing

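The GC correction, residual components, voom, the sample name block and library weights without core plus R. intestinalis replicate 3 were chosen after seeing the data. Counts of genes past the threshold stayed at 0 except for 455 with library weights, where core plus R. intestinalis replicate 3 had a weight of 7.98 (0 genes in the fit without it), and 702 with 2 residual components, and 0 to 1 with each library left out. Genes with an unadjusted p below 0.05 (1058) numbered 3829 with library weights, 2727 with 1 and 3472 with 2 residual components, and 269 to 1902 without single libraries. The replicate number as a block gave 0 genes past the threshold and 395 with an unadjusted p below 0.05. The numbers did not pair the libraries (correlations of same-numbered deviations −0.12, −0.53 and −0.07, and no core library correlated best with its own number). The numbers in the sample names did not either (−0.01, −0.41 and −0.49), and as a block they gave 0 genes past the threshold and 851 with an unadjusted p below 0.05. Lists past the threshold numbered 12, 15 with quantile normalization (with glycolysis, xenobiotic metabolism and absorptive colonocytes as higher), 0 with camera's estimated correlation or fry, and 6 to 14 without single libraries. The authors' calls numbered 105 at a posterior probability of at least 0.90, 51 at at least 0.99 and 47 with a fold change of at least 1.5. Apoe kept its direction, with 0.09 after the GC correction.

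Among lists, the estimated correlation gave an adjusted p of 0.634 for the fibroblast list and 0.901 for the other 11. A mean of at least 50, which removes members, gave 0.0618 for beta-oxidation, 0.190 for PPAR targets, 0.306 for lipid transport and 0.127 for interferon. The block gave 0.0576 for fatty acid synthesis and 0.0987 for cell cycle. The sample name block gave 0.0627 for beta-oxidation, 0.0947 for PPAR targets, 0.537 for interferon and 0.0722 for cell cycle. Library weights gave 0.0975 for cell cycle and a reversed 0.944 for interferon. Without core plus R. intestinalis replicate 3 they gave 0.376 for cholesterol biosynthesis, 0.617 for interferon and 0.170 for cell cycle. The GC correction gave 0.0956 for interferon and 0.137 for cell cycle, and residual components gave interferon 0.111 (1) and 0.0567 (2). Without single libraries the adjusted p ran from 0.000438 to 0.619 for PPAR targets, 0.00542 to 0.917 for cell cycle, 1.78e-05 to 0.619 for cholesterol biosynthesis, 0.00363 to 0.0600 for fatty acid synthesis, 0.000237 to 0.619 for beta-oxidation, 5.98e-06 to 0.794 (reversed) for interferon, 0.00183 to 0.264 for lipid transport, 0.000169 to 0.117 for small intestinal markers and 5.57e-09 to 0.112 for smooth muscle. Of 2675 results of 117 named genes or list members, 8 reversed, namely Cxcl10 (0.03 with library weights), Hoxd13 (0.64 with library weights), H2-Ab1 (−0.03 after the GC correction) and Hoxb13 (−0.72, 1.13 with library weights, 0.19 with the sample name block, and −1.8 to 0.41 without single libraries, above 0 in 3 of them), and 116 passed, with library weights or 2 residual components only. For changes not due to fewer libraries or members, the cause was not tested.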

Other observations

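2 gene groups chosen after seeing the data add to the account. Endoplasmic reticulum chaperones had a mean log2 difference of −0.16 with 16 of 23 members below 0 (camera adjusted p = 0.00311 over these 2 lists alone, and 0.0622 with an estimated correlation). Manf, a secreted stress factor, averaged 1084 ± 189.5 in core and 726 ± 69.0 in core plus R. intestinalis libraries, and Hspa5, the chaperone BiP, 4996 ± 1206 and 3098 ± 386.5. Both were lower adjusted over the list alone. Lysosomal genes had a mean of 0.17 with 19 of 28 above 0 (camera adjusted p = 0.00449, and 0.0823 with an estimated correlation), and Neu1, a sialidase, averaged 702 ± 133.4 and 1106 ± 129.5.

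As these lists were picked from the same data, their members with an unadjusted p below 0.05 were set aside, in a test also chosen afterwards. The 19 chaperone genes left had a two-sided exact permutation p of 0.196 and the 22 lysosomal genes left one of 0.036. Neither decides anything about its list, since the lists and the members set aside both came from these values.

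Other splits of the 8 libraries into 3 and 5 were counted, and that for 2 residual components was chosen after the result was seen. The 0 genes of the real split cannot be tested this way, as all 56 of 56 splits gave at least as many (highest other 179). An unadjusted p below 0.05 in at least 1058 genes came in 8 of 56 (highest other 3885), and at least 12 lists in 18 of 56 (highest other 17). With library weights 11 of 56 splits gave at least 455 genes (highest other 4941), and with 2 residual components 8 of 56 gave at least 702 (highest other 3659). Chance was not excluded for these last 4 counts. Splits with several times the real counts point to a structure among the libraries apart from the communities. The 179 genes came from setting core replicate 3 and core plus R. intestinalis replicates 2 and 4 apart. These 3 had Hoxb13 values of 25.3, 2.16 and 8.26 (141 to 663 in the others) and Slc10a2 values of 510, 818 and 949 (13.9 to 414). Hoxb13 and B4galnt2, both of the distal colon list, went opposite ways, with B4galnt2 at 11291, 15476 and 14797 (4380 to 10571 in the others). Hoxd13, of the same list, was low in these 3 libraries too (4.59, 2.16 and 1.18). It was lowest in core plus R. intestinalis replicate 1 (0.67) and ran from 7.94 to 47.9 in the remaining libraries. The list's score was below 0 in these 3 (−0.204, −0.873 and −0.594). It was also below 0 in core replicate 1 (−0.02) and core plus R. intestinalis replicate 1 (−0.286). A shared position of these 3 pieces along the intestine stays open and was not tested, as B4galnt2 went against Hoxb13 and Hoxd13.

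The lower fibroblast and matrix genes were weighed against 3 explanations, and the test of tissue makeup was chosen after the result was seen. The tables argue against a GC bias as its cause, as the mean difference after the GC correction was 126% of that before. A camera p as small for this list came in 2 of 56 splits (−log10 p 5.815, highest other 9.046), but for the smallest p of any of the 34 lists in 43 of 56 (highest other 21.848), so chance is not excluded for a list picked as the lowest of 34. Less connective and muscle tissue in these pieces cannot be told apart from a change within fibroblasts that follows the community, which was not tested. Smooth muscle and adipocyte markers were lower too, but endothelial markers averaged −0.01 (SE 0.107) and neuron, glia and pacemaker markers −0.09 (SE 0.093). Both fell short of the −0.20 which the explanation by less tissue needs, yet lay within 2 SE of it. The endothelial score ran from −0.291 in core replicate 3 to 0.315 in core replicate 2, so single core libraries weighed on it.

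Of the 6 genes called by the authors whose groups overlapped, 5 could be searched for near-identical genes, and the test of Amd1 and Gm4535 as a pair was chosen after the result was seen. Only 2 of the 5 had a partner in the table, so shared reads do not account for all. For both of these 2 the sum with the partner had a ratio of group means within 0.67 to 1.5, the bounds set for an even sum. Amd1 with Amd2 had a ratio of 0.742 and Gm4535 with Rangrf 0.872, so the call of Gm4535 may come in part from reads split between copies. For Amd1 the sum cannot decide this. Amd1 averaged 67.9 over the libraries, within sums of 1066.5 in core and 791.5 in core plus R. intestinalis libraries, so Amd2 set the ratio. For the other 3 an effect of the community stays open. Limma gave an adjusted p of 0.5875 for Ifi27l2a and for Specc1, and Pcdhga9, with a mean of 6.3, lay below the filter and was not tested.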
